# PAREsnip2: a tool for high-throughput prediction of small RNA targets from degradome sequencing data using configurable targeting rules

**DOI:** 10.1093/nar/gky609

**Published:** 2018-07-11

**Authors:** Joshua Thody, Leighton Folkes, Zahara Medina-Calzada, Ping Xu, Tamas Dalmay, Vincent Moulton

## Abstract

Small RNAs (sRNAs) are short, non-coding RNAs that play critical roles in many important biological pathways. They suppress the translation of messenger RNAs (mRNAs) by directing the RNA-induced silencing complex to their sequence-specific mRNA target(s). In plants, this typically results in mRNA cleavage and subsequent degradation of the mRNA. The resulting mRNA fragments, or degradome, provide evidence for these interactions, and thus degradome analysis has become an important tool for sRNA target prediction. Even so, with the continuing advances in sequencing technologies, not only are larger and more complex genomes being sequenced, but also degradome and associated datasets are growing both in number and read count. As a result, existing degradome analysis tools are unable to process the volume of data being produced without imposing huge resource and time requirements. Moreover, these tools use stringent, non-configurable targeting rules, which reduces their flexibility. Here, we present a new and user configurable software tool for degradome analysis, which employs a novel search algorithm and sequence encoding technique to reduce the search space during analysis. The tool significantly reduces the time and resources required to perform degradome analysis, in some cases providing more than two orders of magnitude speed-up over current methods.

## INTRODUCTION

Small RNAs (sRNAs) are short, non-coding RNAs that are vital components of gene regulation acting through endogenous RNA silencing pathways. They regulate many important and diverse biological pathways such as growth and development, disease resistance, and stress response (1,2). To do this, they suppress the translation of messenger RNAs (mRNAs) by directing the RNA-induced silencing complex (RISC) to its sequence-specific mRNA target(s). They can be classified into several classes such as microRNA (miRNA) and short interfering RNA (siRNA), differentiated by both biogenesis and mode of action (3). In plants, a high degree of complementarity between the sRNA and its mRNA target typically results in the endonucleolytic cleavage and subsequent degradation of the targeted mRNA (4).

An important step in understanding the biological function of a sRNA is to identify and validate its targets. Most computational tools for plant (and animal) sRNA target prediction use techniques that search for complementarity between a sRNA sequence and a potential target-sequence (5). These types of prediction use stringent, position based targeting rules that tend to report a high number of predictions and offer little flexibility. Whilst these results will almost certainly contain genuine targets, many of the predictions may be false positives (5). Therefore, the predicted targets must undergo further experimental validation through low-throughput techniques such as 5′ rapid amplification of cDNA ends (RACE) (6).

In the last few years, three high-throughput sequencing techniques (parallel analysis of RNA ends (PARE) (7), genome-wide mapping of uncapped and cleaved transcripts (GMUCT) (8) and degradome sequencing (9)) have become a high-throughput alternative for identifying sRNA mediated cleavage products on a genome-wide scale. They capture the uncapped 5′ ends of cleaved mRNA sequences giving a snapshot of the mRNA degradation profile, often termed the degradome. The cleaved mRNA fragments can then be aligned back to the reference transcript and used as evidence for sRNA mediated cleavage.

CleaveLand (10) was the first tool to use this approach for analysing degradome data. It has been used to successfully identify sRNA targets in a number of plant species (11–14) using a mismatch-based scoring scheme inferred from a set of experimentally validated miRNA-target interactions in *Arabidopsis thaliana* (15). Subsequently, Sequencing-based sRNA Target Prediction (SeqTar) (16) was developed in an attempt to loosen the stringent targeting rules implemented within CleaveLand. These rules, such as restrictions on the number of mismatches allowed within a sRNA–mRNA duplex and strictly not allowing a mismatch or G:U wobble pair at position 10 or 11, may result in CleaveLand discarding genuine interactions. SeqTar was shown to have higher accuracy than CleaveLand when using a less stringent set of targeting rules (16), but it is not publicly available to download or use.

Both CleaveLand and SeqTar suffer from the same restrictions due to their underlying algorithms. In particular, they are only able to perform an analysis on a small set of input sequences, such as known miRNAs, or a limited number of candidate sRNAs, without considerable time constraints. This led to the development of PAREsnip (17), which is an accelerated approach to degradome analysis that is able to process entire sRNA datasets within a feasible time frame on a typical desktop computer. Since its release, PAREsnip has been successfully used for genome-wide analysis on a number of different plant species (18–20). However, PAREsnip implements the same stringent targeting rules as CleaveLand and relies on complementarity at position 10 and 11 of the sRNA for its speed. Furthermore, based on our computational benchmarking, PAREsnip requires a considerable amount of computational resources when performing analysis on larger sequencing datasets.

Small RNA-PARE Target Analyzer (sPARTA) (21) is the most recent tool for degradome analysis. Unlike CleaveLand and PAREsnip, it does not assume a positive correlation between complementarity in the canonical seed region (2–13 nt from the 5′ end of the miRNA) and probability of actual cleavage. It offers the user two scoring schemes during the target prediction process: standard and seed free. The first is based on the analysis of experimentally validated targets and the complementarity rules based on the seed region (22). The second, which is also the default scoring system, allows for more flexibility within the seed region of the sRNA-target duplex and is based on genuine miRNA target interactions that differ from the canonical targeting rules (16,23). Whilst sPARTA offers more flexibility when searching for targets, based on our computational benchmarking, it suffers from the same time restrictions as CleaveLand and has high computational resource requirements.

Recent advances in high throughput sequencing technologies has resulted in larger, more complex genomes being sequenced such as *Pinus taeda* (24) *or Triticum aestivum* (25), both being many times larger than that of popular model organisms. Moreover, not only are larger genomes being sequenced, but degradome and sequencing datasets in general are growing ever larger in size and read count, with a typical sequencing experiment now containing millions of distinct reads in a single sample. In addition, the need for multiple samples and replicates is becoming the *de-facto* standard for biological experiments, further adding to this sequence-data deluge.

All of the tools for degradome analysis mentioned above are unable to process the volume of data currently being produced without imposing considerable time and resource constraints. In addition, the accuracy of these tools is primarily determined by the targeting rules that they apply and each tool uses a different set of fixed rules, which reduces their flexibility. Indeed, the rules currently implemented by the tools are inferred from the analysis of experimentally validated miRNA targets in *A. thaliana*. This was first performed on 94 validated miRNA-target duplexes by Allen *et al.* (15) and then, through a similar approach, on a larger set of 155 validated target duplexes by Fahlgren and Carrington (22). As our understanding of miRNA targeting improves, these rules may change, and so current tools risk becoming obsolete.

In this paper, we introduce a novel degradome analysis method and software tool, which we call PAREsnip2, that is scalable with current sequencing datasets. As we shall see, PAREsnip2 has greater predictive power than previous tools and also provides a vast reduction in computation time and resource requirement. Additionally, PAREsnip2 enables users to perform degradome analysis using configurable targeting rules. We shall illustrate the tool's use by analysing recently sequenced *A. thaliana* datasets. Although PAREsnip2 uses a different approach, we give it this name since it is freely available in the UEA sRNA Workbench (26) where its predecessor, PAREsnip (17), is also implemented.

## MATERIALS AND METHODS

The PAREsnip2 algorithm is split into three main stages. The first stage is the input of the sequencing data and targeting rules, the second is the pre-processing steps (developed to improve the speed and efficiency of an analysis), and the third is the prediction of sRNA targets. A visual overview of the steps involved in performing an analysis on the input data is shown in Figure 1A. We now explain each stage of the algorithm in more detail.

**Figure 1.**
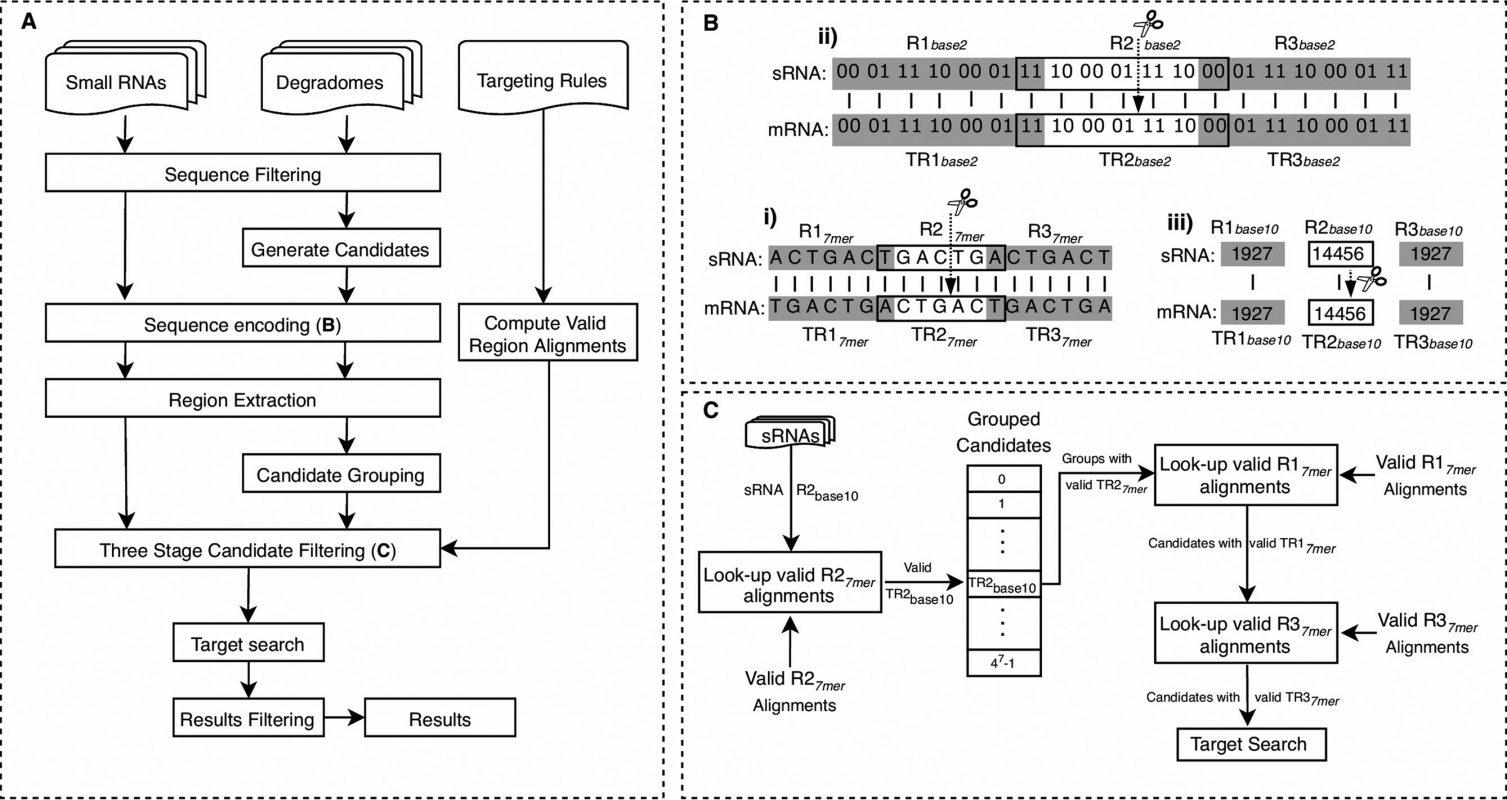
An overview of different stages of the PAREsnip2 algorithm. (**A**) Shows the inputs and processing steps performed to predict sRNA targets evidenced through degradome sequencing. (**B**) Shows the process of encoding sequence data into a number system. (**C**) Visual representation of the three-stage candidate filtering process. Regions are labelled R and target regions are labelled TR.

### Data input

To perform an analysis using PAREsnip2 for a specific organism, the user must input the following data:

- a reference file (transcriptome) in either FASTA format or Generic Feature Format version 3 (GFF3) with corresponding genome;
- a genome file (optional unless using GFF3 as reference);
- one or more sRNA library replicates;
- one or more degradome library replicates

A reference file and at least one sRNA and degradome library are required to perform an analysis. If the user chooses to use a GFF3 file as a reference then a corresponding genome must also be provided. When extracting the gene sequences from the genome using a GFF3, the user has the option to include or exclude untranslated regions (UTRs).

The sRNA and degradome libraries must be in redundant FASTA format with the adapters trimmed.

### Sequence filtering

Several optional filtering techniques can be applied to the input data to remove low quality reads, sequencing errors or sample contamination. First, any sequence containing ambiguous bases are discarded, as they cannot be accurately aligned. Second, a low complexity sequence filter is applied based on the sequence single, di- or tri-nucleotide composition. This works by discarding any sequences that contain more than 75%, 37.5% and 25% of a single, di- or tri-nucleotide composition, respectively. Third, we provide the functionality to filter sequences using conservation over multiple samples where sequences will only be considered if they are present within each sample. Finally, when a genome is provided, sRNA sequences can be aligned to the genome using PatMan (27), with any sequences that do not align being discarded.

### Binary encoding of sequence input

A core component of the PAREsnip2 algorithm is the encoding of sequence data into a number system (Figure 1B). Given that a sequence is composed of four nucleotide bases (A, C, G, T/U), it is possible to represent each nucleotide using two bits of computer memory (Table 1), known as the base 2, or binary representation, of a nucleotide. We represent a whole sequence as a single decimal number by concatenating the binary representations of each nucleotide and converting the binary representation into decimal. We use this encoding technique to reduce the memory footprint of storing sequence data in memory and to speed up analysis. Furthermore, sRNA and mRNA sequences have an inverse encoding (Table 1), such that if a sRNA and mRNA sequence are represented by the same number then they will be perfectly complementary.

**Table 1.** The 2-bit binary encoding of nucleotides within sequence data

Nucleotide base	sRNA Encoding	mRNA Encoding
A	0 0	1 1
C	0 1	1 0
T/U	1 1	0 0
G	1 0	0 1

### Target candidate generation

To search for potential sRNA targets, we first generate a set of potential target-sequence candidates from the input data. The alignment of the degradome fragments to the reference gene sequences can inform us of potential sRNA cleavage events, with higher abundance fragments at a specific position more likely to be true cleavage signals. We developed a novel technique for exact match sequence alignment that uses the sequence encoding described above. First, degradome sequences are read from file, encoded as a number, and stored into a list. Once all the reads have been encoded and stored, the list is sorted into ascending order. Next, we split the reference sequences into subsequences using a sliding window and encode each of these into a decimal number. The size of the sliding window and the number of extracted subsequences are dependent on the accepted size range of the degradome reads. We then search the sorted list of encoded degradome fragments for the encoded reference subsequence using a binary search. If the number representing an encoded subsequence is found, an exact match has been identified at that position and is recorded. Once each reference sequence has been searched, the aligned degradome fragments are further processed to generate the set of target-sequence candidates. From the alignment position, we take 16nt towards both the 5′ and 3′ ends, resulting in a 32nt mRNA target-sequence candidate.

The newly generated target-sequence candidates are then sorted into one of five categories based on those previously defined in CleaveLand (V4) (10) with a minor modification. In our modification, we do not consider those fragments with an abundance of 1 during the average coverage calculation. This helps us to distinguish true lower abundance peaks from background degradation upon the transcript. An overview of the category system is provided below:

- Category-0 peaks are those that have greater than one read and are the maximum on the transcript when there is only one maximum;
- Category-1 peaks are those that have greater than one read and are the maximum on the transcript, but there is more than one maximum;
- Category-2 peaks are those that have greater than 1 read and are above the average fragment abundance on the transcript;
- Category-3 peaks are those that have greater than 1 read and are below or equal to the average fragment abundance on the transcript;
- Category-4 peaks are those that have just one read at that position on the transcript

### Region extraction and candidate grouping

Three regions of length 7nt (7*mer*) are extracted from both the input sRNA sequences and the generated target-sequence candidates. These are named region R1, R2 and R3 for the sRNA and target region TR1, TR2 and TR3 for the target-sequence. The position of the extracted target-sequence regions are based on a potential cleavage position i.e. where the sRNA would align if there were no gaps or bulges within the duplex (Figure 1Bi). The extracted region sequences are then encoded into their decimal number format and stored for later use. Finally, the generated target-sequence candidates are grouped together using the decimal representation of their TR2 sequence such that any candidates sharing the same 7*mer* at their TR2 will be grouped together.

### Predefined and user configurable targeting rules

Since the discovery of miRNAs and their regulatory role in plants, there has been much discussion on the rules that should be used when predicting plant miRNA targets (15,21–23,28–31). To the best of our knowledge, there are two generally accepted targeting rules for plant miRNAs. These rules are implemented within a position dependent scoring system based on the number of mismatches, G:U wobbles and target-bulged bases within the duplex. The first of these were inferred by Allen *et al.* in 2005 (15) and the second, through a similar approach with a larger set of validated targets, by Fahlgren and Carrington in 2010 (22). During a PAREsnip2 analysis, the user can choose between two sets of default targeting rules, either the Allen *et al.* (15) rules or the Fahlgren and Carrington (22) rules. The difference between them is that the Fahlgren and Carrington rules permit a mismatch or G:U wobble at position 10 or 11 of the sRNA. However, these rules are based on a small set of experimentally validated miRNA targets and as more miRNA targets are experimentally validated, our understanding of these targeting rules may change. To address this, we offer the ability to search for potential targets based on a user configurable rule set. The rules that can be configured by the user and used during the search for potential targets are shown in Table 2.

**Table 2.** Features within a sRNA–mRNA alignment which are used during the duplex alignment process and can be configured by the user

Configurable Search Parameters	
Maximum score	Maximum adjacent mismatches
Maximum G/U Wobble Pairs	Maximum Mismatches
Mismatch Score	G/U Wobble Score
Gap Score	Permissible Mismatch Positions
Core Region Start Position	Core Region End Position
Maximum Mismatches Core Region	Maximum Adjacent Mismatches Core Region
Allow Mismatch Position 10	Position 10 Mismatch Score
Allow Mismatch Position 11	Position 11 Mismatch Score
Core Region Multiplier	Non-permissible Mismatch Positions
Max Gaps Allowed	G/U Wobble Counts as Mismatch

### Computing valid region alignment matrices

As discussed previously, we can represent biological sequences using decimal numbers. *7mers* that are comprised of a four-letter alphabet (A, C, G and T/U), where each nucleotide is encoded using 2 bits of computer memory, are represented by a decimal number between 0 and 16383. For each of the three regions, we create a 16384 × 16384 matrix that represents all possible combinations of alignments between 7*mers*. Within these matrices, row numbers represent encoded sRNA 7*mers* and column numbers represent encoded mRNA 7*mers*. The matrices are then populated by attempting to align the decoded sRNA and mRNA 7*mers* using the user's chosen set of targeting rules. If a valid alignment is found within the matrix, we set that position to true otherwise it is set to false. This is repeated for every possible combination of alignments between 7*mers* for each of the three regions.

### Three-stage candidate filtering

We developed a three-stage candidate filtering technique to reduce the search space and therefore the computation time required to perform an analysis. When searching for degradome peaks potentially resultant of sRNA mediated endonucleolytic cleavage, we use the valid region alignment matrices to discard candidates that do not fit the chosen targeting rules (Figure 1C). In the first stage of this technique, we consider only those target-sequence candidates where their TR2 7*mer* can successfully align to the R2 7*mer* of the sRNA. This is done by looking at the encoded sRNA R2 7*mer* row in the R2 valid region alignment table and taking all target-sequence candidates grouped on the columns set to true on that row.

In the second and third stages, we discard any target-sequence candidates where their TR1 or TR3 regions do not successfully align to the R1 or R3 regions of the sRNA. This is performed by first looking at the cell *(R1_base10_, TR1_base10_)* in the R1 valid region alignment matrix to see if it is set to true and if so, we do the same for the R3 and TR3 region, discarding any candidates if the cell values are set to false.

### Target search and results filtering

Any target-sequence candidate that passes all stages of the three-stage candidate filtering process is aligned to the sRNA sequence using our duplex alignment algorithm employing the chosen targeting rules. When attempting to align a sRNA to a potential target-sequence candidate, the search process starts at the cleavage site and then traverses towards the 5′ end of the sRNA and at each position performs a nucleotide comparison between the two sequences. If the alignment towards the 5′ end is successful, it then performs the same process towards the 3′ end. If there is a mismatch, it will attempt to insert a gap and continue the alignment. If at any point one of the user's selected rules are broken then the alignment is discarded. This process will find all valid alignments based on the chosen targeting rules and the best possible alignment is selected. We first attempt to select the alignment that has the lowest alignment score and if there are multiple valid alignments with this score, the alignment with the fewest gaps is reported. If there are multiple alignments with the same number of gaps, the alignment with the fewest number of mismatches and G:U wobble pairs is reported.

Once a potential target has been identified, two optional filtering processes can be performed to improve the confidence level of each prediction. The first is the application of a minimum free energy (MFE) ratio filter and the second is a *P*-value filter. The MFE is calculated using RNAplex (32,33) which was shown to score favourably for sensitivity and precision when compared to other similar methods in a recent benchmarking of performance (34). The MFE ratio is calculated by dividing the predicted target duplex MFE by the MFE of a perfectly complementary target site. Any predicted target site that has a MFE ratio less than a given cut-off is discarded. The default cut-off ratio is 0.7, as suggested by Allen *et al.* (15), but can be configured by the user. The second optional filtering process uses the binomial distribution *P*-value system implemented within CleaveLand V4 (10) but with the modification that the probability is calculated on a transcript by transcript basis.

### Implementation and output

The algorithm has been implemented using the Java programming language and a user-friendly, cross-platform software package has been incorporated into the UEA sRNA Workbench (26). Analysis can be performed through the graphical user interface (GUI) or through the command-line interface (CLI) allowing PAREsnip2 to be used in other bioinformatics pipelines or workflows.

The results of PAREsnip2 are provided in comma-separated value (CSV) format, allowing them to be viewed in any CSV file viewer. They include information about the transcript peak such as cleavage position, abundance and weighted-abundance at the cleavage site, and the category of the peak on the transcript. A visual representation of the sRNA–mRNA duplex is displayed along with its alignment score. The sequence read abundance for small RNA and degradome data are provided in both raw and normalized values so that sequencing libraries can be compared.

### Degradome library construction

Three *A. thaliana* degradome replicates were constructed using wild type Columbia (Col-0) plants grown at 22°C with 16 h light and tissue was harvested when plants were at growth stage 5, as defined by Boyes *et al.* (35). For each replica, RNA was isolated from a pool of all leaves taken from nine plants with TRI reagent following manufacturer's instructions. This RNA was then used to construct degradome libraries following Zhai *et al.* protocol (36), with the only difference being that SuperScript II reverse transcriptase was used instead of Superscript III.

### Sequence datasets

The transcriptome used in all of our analyses on *A. thaliana* was the TAIR10 cDNA 20110103 representative gene model updated (37).

The computational performance benchmarking was carried out using a publicly available *A. thaliana* mature leaf degradome dataset (38) obtained from GEO (39) (GSM1330562) which we shall call dataset D1. Additionally, we simulated 9 sRNA datasets of increasing size to use as input data. These sRNAs were generated by first aligning the D1 reads to the reference and then extracting 19–24 nt sequences centred on cleavage positions. Transcripts, cleavage positions and sRNA sequence lengths were selected at random.

The prediction performance benchmarking was performed using the three *A. thaliana* degradome replicates, which we described above, and *A. thaliana* mature miRNA sequences obtained from miRBase (v21) (40).

To perform genome-wide degradome analyses on *A. thaliana*, we obtained the corresponding sRNA libraries, which were previously published by our lab (41) (GSE90771), for each of the *A. thaliana* degradome replicates. Collectively we shall call this dataset D2 and refer to each individual degradome replicate as D2A, D2B and D2C hereafter. Additionally, we performed a genome-wide analysis on Triticum aestivum using publicly available sRNA (GSE36867) and degradome (GSE37134) datasets (42) and the Triticum aestivum transcriptome (cDNA) obtained from Ensembl Genomes (release 38) (43).

## RESULTS

### Sequencing data

We processed the raw data using tools provided within the UEA sRNA Workbench (26). 

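Degradome sequencing, also called parallel analysis of RNA ends (PARE), captures the 5′ ends of uncapped, polyadenylated RNA fragments. The first base of each sequenced tag marks the 5′ end of such a fragment, which can come from cleavage or from other degradation. The 3 biological replicates D2A, D2B and D2C come from 1 condition, leaves of wild type Col-0 plants, and no groups of samples are compared. For each replicate, the authors deposited distinct trimmed sequences of 16 to 35 nt, each with its abundance, a raw count of reads that was not normalized. Sequences with ambiguous bases and sequences without a match in the genome were still among them. Replicate D2A held 44823338 tags of 11101983 distinct sequences. Replicate D2B held 34280651 tags of 10092601 distinct sequences, and D2C held 25520138 tags of 7690539 distinct sequences. Tags of 20 and 21 nt without ambiguous bases made up 98.6%, 98.9% and 97.9% of all tags in D2A, D2B and D2C, respectively. Sequences that were seen once made up 63.7%, 66.6% and 68.7% of the distinct sequences. The smallest share that the depth can show, 3 tags of the total, was 0.0669, 0.0875 and 0.118 tags per 1000000 in the same order. PCR reads without molecular identifiers are not independent molecules, so the confidence intervals and smallest shares given for these data cover counting error only. For the values reported beside the results, tags of 19 to 21 nt without ambiguous bases were matched exactly to the sense strand of 38094 transcripts, 1 for each gene, of the TAIR and Araport annotation of TAIR10.1. The abundance at a position was the sum of all tags that start there, and a tag that matches several transcripts counted in full on each. Categories followed the definitions of the methods, with positions of abundance 1 left out of the average. Choices that could change these abundances include the transcript model of a gene, the treatment of tags shared between genes and the tag lengths. The genome match and the low-complexity filter could change them too, and each of these choices was varied.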

The adapter trimming tool was used to trim the adaptor sequences in each of the three degradome replicates. Next, using the Filter tool, we discarded sequences that contained any ambiguous bases and aligned the remaining sequences to the genome (TAIR10) with no mismatches allowed. 

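Of the distinct sequences without ambiguous bases, 8976869 matched the genome exactly in D2A, 8288402 in D2B and 6301569 in D2C. These were 81.0% (95% Wilson interval 80.99% to 81.04%), 82.3% (82.24% to 82.29%) and 82.1% (82.05% to 82.10%) of the sequences tested, a mean of 81.8% ± 0.675 (SD, n = 3). The replicates differed by more than these intervals, which are narrow because each rests on so many sequences. The reference held the nuclear chromosomes with the lengths of TAIR10 and both organelle genomes. Weighting each sequence by its abundance moved the share most, to a mean of 91.4% of tags.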

When mapping to the genome, 81%, 82% and 82% of trimmed reads successfully aligned in replicates D2A, D2B and D2C, respectively. Table 3 gives a summary of the statistics for the three replicates and Supplementary Figures S1–S3 show the read length distributions.

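The abundances at single transcript positions were compared between replicates at 795967 positions with a mean of at least 5 tags, on the log2 scale of tags per 1000000 tags plus a pseudocount of 0.1. Across these positions, Spearman's rho was 0.582 between D2A and D2B, 0.659 between D2A and D2C and 0.523 between D2B and D2C. Pearson's r for the same pairs was 0.825, 0.860 and 0.769. These correlations are across positions, which are not independent replicates, and no p-value was computed. With the 166373 positions with a mean of at least 20 tags, Spearman's rho rose to 0.712, 0.808 and 0.637 in the same order. Sequences with ambiguous bases numbered 20953 in D2A, 16979 in D2B and 12071 in D2C.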

**Table 3.** Summary statistics from the sequencing of three *Arabidopsis thaliana* degradome replicates (NR = non-redundant)

Replicate	Untrimmed Reads	Untrimmed Reads (NR)	Trimmed Reads (NR)	Invalid Sequences Filtered (NR)	Genome Matched Reads	Genome Matched Reads (NR)
D2A	45 581 525	15 267 190	11 114 679	21 004	41 144 941	9 009 977
D2B	34 915 085	13 385 729	10 103 828	17 049	31 426 832	8 316 470
D2C	26 067 832	10 199 905	7 715 372	12 140	23 303 530	6 337 667

### Computational performance benchmarking

To measure the computational performance of the PAREsnip2 algorithm i.e. the time and memory required to perform an analysis, we carried out computational benchmarking and compared our results to those of other publicly available methods. This benchmarking was performed on a desktop computer running Ubuntu 16.04 equipped with a 3.40GHz Intel Core i7-6800K six core CPU and 128GB RAM. Each tool was run using the authors default suggested parameters and for the fairest comparison, we included all filtering and pre-processing options available in PAREsnip2. Additionally, we set the number of threads to be used by the tools during the analyses to 12, except for CleaveLand as it was not an option.

For this benchmarking, we used the D1 dataset, the simulated sets of sRNA sequences and the TAIR10 cDNA transcriptome. Whilst the tools were performing the analysis on the simulated data, we monitored their peak memory usage and recorded the time they took to complete the analysis. The results of these analyses for both time and peak memory usage is shown in Table 4. Additionally, if the tool did not complete the analysis within 10 days, we recorded it as did not finish (DNF).

**Table 4.** Benchmarking results for both time and memory usage in Gigabytes (GB) from running each tool using the generated small RNA datasets. If the entry is DNF it means that the tool did not complete the analysis within the 10 day cut-off. A ‘-’ means that we did not attempt to run the tool

# Seqs	CleaveLand4	GB	PAREsnip	GB	sPARTA	GB	PAREsnip2	GB
1	19m 23s	1	9m 30s	58	12m 48s	25	5m 38s	5
10	27m 32s	1	9m 50s	58	12m 53s	25	5m 36s	5
100	1h 52m	1	12m 35s	58	13m 55s	25	5m 44s	5
1,000	15h 8m	1	44m 51s	58	1h 11m	26	6m 15s	6
10,000	6d 6h 48m	8	6h 25m	64	4d 6h 59m	37	6m 32s	6
100,000	DNF	-	2d 15h 16m	66	DNF	-	15m 1s	6
250,000	-	-	6d 10h 49m	68	-	-	29m 6s	7
500,000	-	-	DNF	-	-	-	53m 11s	8
1,000,000	-	-	-	-	-	-	1h 44m	8

The results show that the newly developed PAREsnip2 algorithm substantially outperforms all the currently available tools on the simulated datasets. The largest dataset for which any of the existing tools could process in under 10 days contained 250 000 sequences. When performing analysis on this dataset, PAREsnip2 showed over two orders of magnitude (∼300×) improvement in computation time. Additionally, the results suggest that the computation time of PAREsnip2 grows linearly with the number of input sequences, taking just 1 h and 44 min to process the largest of the simulated datasets (1 000 000 sRNAs).

### Prediction performance benchmarking

To evaluate the prediction performance of each tool we collected a set of experimentally validated *A. thaliana* interactions by combining those previously published in the literature (17,44,45) and those contained within miRTarBase (46) with any duplicates being removed. In total, we collected 616 validated interactions comprising 135 miRNAs. Out of these 135 miRNAs, 90 of them had unique sequences and were involved in 387 distinct miRNA–mRNA interactions. See Supplementary Table S1 for the complete list of curated validated targets.

Any of the validated interactions with a category-4 signal at the cleavage position on the transcript within the D2 degradome datasets were excluded from the benchmarking. These signals were excluded because it is difficult to distinguish between true miRNA cleavage products and random degradation with such low abundance. To identify the cleavage positions, we obtained the miRNA sequence from miRBase and the transcript sequence for each of the validated miRNA targets and performed the alignment between them using loose targeting rules (maximum seven mismatches). In the case that multiple alignments were found between the miRNA and its target, we retained the alignment(s) with the best alignment score and minimum free energy ratio. The position on the transcript opposite position 10 of the miRNA was recorded as the miRNA cleavage site. 

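For the 387 pairs of a miRNA sequence and a gene in Supplementary Table S1, which come from 616 listed pairs of a miRNA name and a gene, each miRNA was aligned to the transcript of its target with at most 7 mismatches. The list names 233 target genes, and all of them were found in the annotation. Every pair had an alignment within this limit, and none had more than 1 equally good alignment. The best alignment contained a gap in 72 of the 387 pairs, where the position opposite the miRNA's position 10 depends on where the gap is placed.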

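The listed cleavage sites with the most tags illustrate the signals behind the categories. Among the 126 pairs, with 67 distinct genes, whose site was category 0 in all 3 replicates, the 5 genes with the highest mean abundance were TAS1C, NAC1, GRF1, TAS2 and HAM2. TAS1C (AT2G39675), a non-coding transcript on the minus strand of chromosome 2 from 16537288 to 16538277, is cut by miR173 (TTCGCTTGCAGAGAGAAATCAC) within the site GTGATTTTTCTCTACAAGCGAA. Its cleavage position at 16537899 had 27349 tags in D2A, 18046 in D2B and 6874 in D2C, or 468.6 ± 178 tags per 1000000 (SD, n = 3). TAS2 (AT2G39681), from 16539384 to 16540417 on the same strand, carries a site for the same miRNA at 16540000 with 128 ± 23.9 tags per 1000000 (SD, n = 3). NAC1 (AT1G56010) lies on the minus strand of chromosome 1 from 20946571 to 20949281. The site AGCACGTACCCTGCTTCTCCA for miR164 (TGGAGAAGCAGGGCACGTGCA) is in the coding sequence in exon 3 of 3, and its cleavage position at 20947151 had 159 ± 50.6 tags per 1000000 (SD, n = 3). GRF1 (AT2G22840), on the plus strand of chromosome 2 from 9728480 to 9731301, is cut in the coding sequence at 9729955 in exon 3 of 4 opposite miR396a, with 147 ± 32.4 tags per 1000000 (SD, n = 3). HAM2 (AT3G60630), on the minus strand of chromosome 3 from 22410240 to 22412663, is cut in its single exon at 22411556 opposite miR171b and miR171c, with 125 ± 15.2 tags per 1000000 (SD, n = 3). All tags at these 5 sites matched 1 gene. For each pair among NAC1, GRF1, TAS2 and HAM2, the larger of the SDs exceeds the difference between the mean values, so these 4 sites cannot be ranked. On the NAC1 transcript of 1393 nt, the cleavage site at position 813 held 8103 of 9024 tags in D2A (89.8%, 95% Wilson interval 89.2% to 90.4%). In D2B it held 6703 of 7682 tags (87.3%, interval 86.5% to 88.0%) and in D2C 2587 of 3055 (84.7%, interval 83.4% to 85.9%). The next highest position of this transcript had 40 tags in D2A, 45 in D2B and 19 in D2C.

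**Figure D1:**
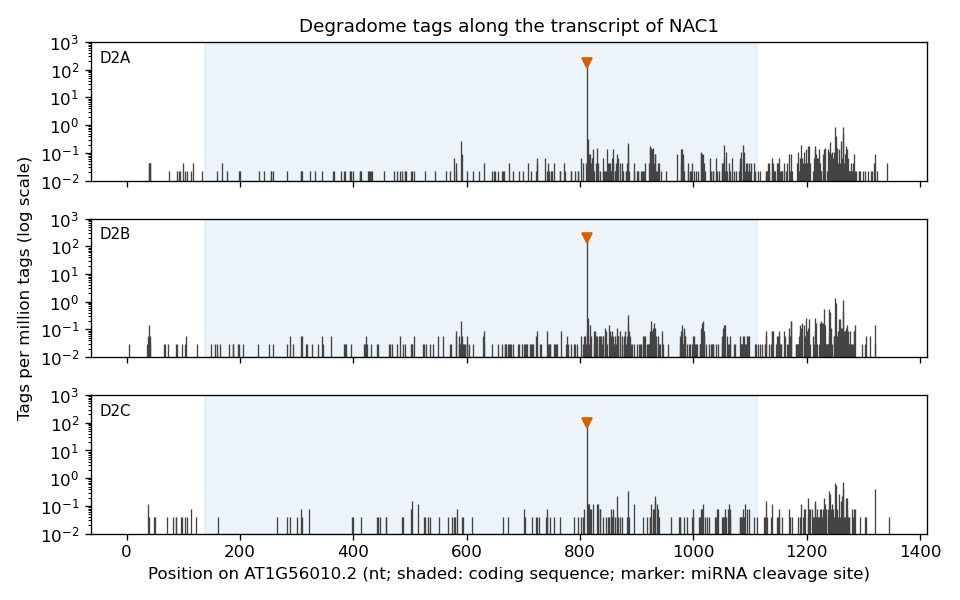
Degradome tags that start at each position of the NAC1 transcript (x axis, position in nt) in replicates D2A, D2B and D2C (y axis, tags per 1000000 tags on a log scale). The shaded region is the coding sequence from position 138 to 1112, and the marker is the miR164 cleavage site at position 813, where each replicate has its single maximum.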

The category of the signal on the transcript was determined by aligning the D2 degradome datasets to the transcript and recording the abundance at the cleavage position. 

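At the cleavage sites of the 387 listed pairs, 151 signals were category 0 in D2A, 154 in D2B and 139 in D2C. Category 1 signals were found at 0, 3 and 0 sites, category 2 signals at 65, 64 and 64 sites, and category 3 signals at 28, 19 and 22 sites, in the same order. Category 4 signals, a single tag, were found at 19 sites in D2A, 14 in D2B and 19 in D2C. No tag was present at 124, 133 and 143 sites, where cleavage was not detectable at this depth. With category 4 left out, 244 pairs with 61 miRNA sequences were included for D2A, 240 pairs with 60 sequences for D2B and 225 pairs with 58 sequences for D2C, a mean of 236 ± 10.0 pairs (SD, n = 3). With each replicate downsampled once to the tag total of D2C, 232 pairs were included for D2A, 240 for D2B and 225 for D2C. Counting distinct genes in place of pairs moved this mean most, to 116.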

Out of a possible 387, we included 243, 239 and 224 validated interactions comprising 61, 60 and 58 miRNA sequences for datasets D2A, D2B and D2C, respectively.

We performed an analysis with each tool using the miRNA sequences contained within the validated set of miRNA–mRNA interactions, the *A. thaliana* transcriptome, and the three D2 degradome datasets described previously. Each tool was run using the default parameters recommended by the authors but with category-4 interactions discarded as they were not considered previously. When benchmarking PAREsnip2, we performed the analysis using both sets of default targeting rules and the MFE filter with cut-off score of 0.7. The results produced by each tool when analyzing the three datasets were then compared against the set of validated targets and are shown in Table 5. 

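With category 4 signals left out and a minimum free energy (MFE) ratio of at least 0.70, the Allen et al. rules captured 192 of 244 included pairs in D2A (78.7%, 95% Wilson interval 73.1% to 83.4%). They captured 191 of 240 in D2B (79.6%, interval 74.0% to 84.2%) and 180 of 225 in D2C (80.0%, interval 74.3% to 84.7%), a mean of 79.4% ± 0.670 (SD, n = 3). The Fahlgren and Carrington rules captured 218 of 244 in D2A (89.3%, interval 84.8% to 92.6%), 219 of 240 in D2B (91.2%, interval 87.0% to 94.2%) and 204 of 225 in D2C (90.7%, interval 86.2% to 93.8%), a mean of 90.4% ± 0.976 (SD, n = 3). For each rule set, the 3 replicates lie within each other's intervals. A duplex scored 1 for a mismatch or a gap and 0.5 for a G:U pair, doubled for mismatches and G:U pairs at positions 2 to 13 of the miRNA, with at most 1 gap and a score of at most 4. Disallowing gaps moved the mean share most, to 68.2% for the Allen et al. rules and 79.1% for the Fahlgren and Carrington rules. For the miRNA sequences with an included pair, the Allen et al. rules also reported 60, 57 and 48 pairs that are not listed in Supplementary Table S1, in D2A, D2B and D2C, respectively (mean 55.0 ± 6.25, SD, n = 3). The Fahlgren and Carrington rules reported 73, 67 and 58 such pairs (mean 66.0 ± 7.55, SD, n = 3).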

The results show that both sets of default targeting rules implemented within PAREsnip2 captured more of the experimentally validated interactions than the currently available tools. 

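Between the 2 rule sets, the captured share differed by 10.7 percentage points in D2A, 11.7 in D2B and 10.7 in D2C, a mean of 11.0 ± 0.581 points (SD, n = 3). In D2A, 26 included pairs were captured by the Fahlgren and Carrington rules and not by the Allen et al. rules, against 0 the other way (two-sided exact McNemar test, p = 2.98e-08). The corresponding numbers were 28 and 0 in D2B (exact McNemar test, p = 7.45e-09) and 24 and 0 in D2C (exact McNemar test, p = 1.19e-07). Every duplex that the Allen et al. rules permit is also permitted by the Fahlgren and Carrington rules, so the rules themselves set this direction. The p-values, by pairs and by genes, therefore restate the number gained and do not test the difference. Many pairs share a gene, because related miRNA sequences target the same site. Counted by distinct genes, the difference was 5.04 points in D2A (exact McNemar test, p = 0.0312), 7.5 points in D2B (exact McNemar test, p = 0.00391) and 4.59 points in D2C (exact McNemar test, p = 0.0625). The other tools of Table 5 were not run here.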

The differences between the results produced by the tools are likely due to variations in the implemented targeting rules and the filtering techniques applied. Additionally, the lower number of interactions reported by CleaveLand may be due to the way it handles degradome reads that map to multiple transcripts. If a degradome read aligns to more than one transcript, only one is randomly selected and reported by CleaveLand.

**Table 5.** The results from the accuracy performance benchmarking of each tool over the three biological replicates. V = validated targets, NV = non-validated and %PV = percentage of possible validated targets that could be found

	Replicate D2A			Replicate D2B			Replicate D2C		
Tool Name	V	NV	%PV	V	NV	%PV	V	NV	%PV
sPARTA	171	120	70%	169	121	70%	162	127	72%
PAREsnip	177	48	73%	179	50	75%	167	57	75%
CleaveLand4	88	20	36%	95	26	40%	87	25	39%
PAREsnip2 Allen *et al.*	193	41	79%	191	39	80%	181	33	80%
PAREsnip2 Fahlgren & Carrington	219	48	90%	219	43	91%	205	37	91%

### Evaluation of the optional filtering methods

To evaluate the success of the filtering techniques implemented within PAREsnip2, we repeated the prediction performance benchmarking on the D2B degradome dataset using the 60 miRNA sequences, the default Fahlgren and Carrington targeting rules, and increasing filtering cut-off values. The results of the MFE analysis are shown in Figure 2 and the results of the *P*-value analysis are shown in Figure 3.

**Figure 2.**
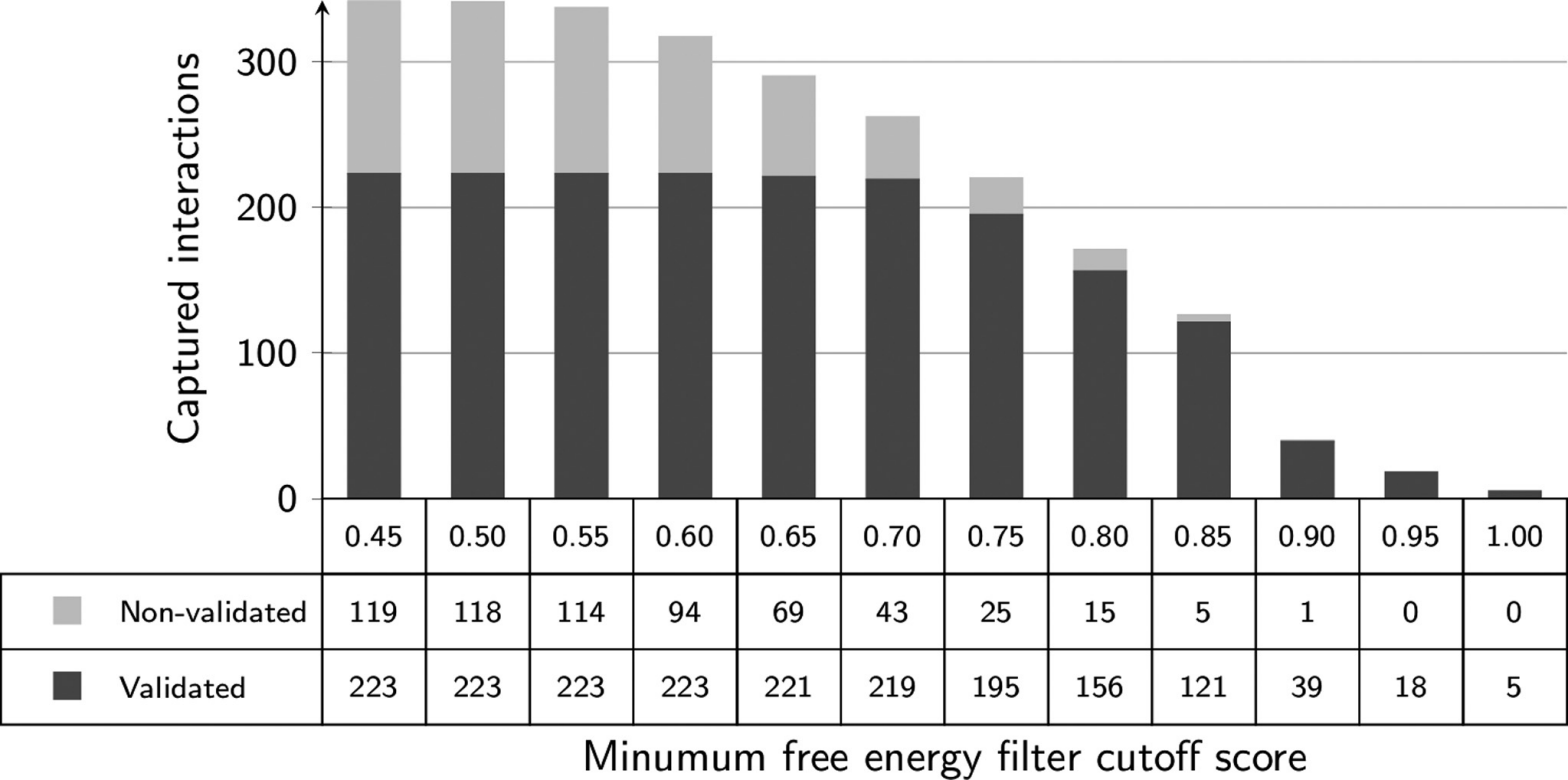
The number of interactions reported when using MFE as a filter. As the MFE filter ratio increases, there is a reduction in the number of captured sRNA–mRNA interactions. A cut-off score of 0.70 captures 98% of the possible validated interactions.

**Figure 3.**
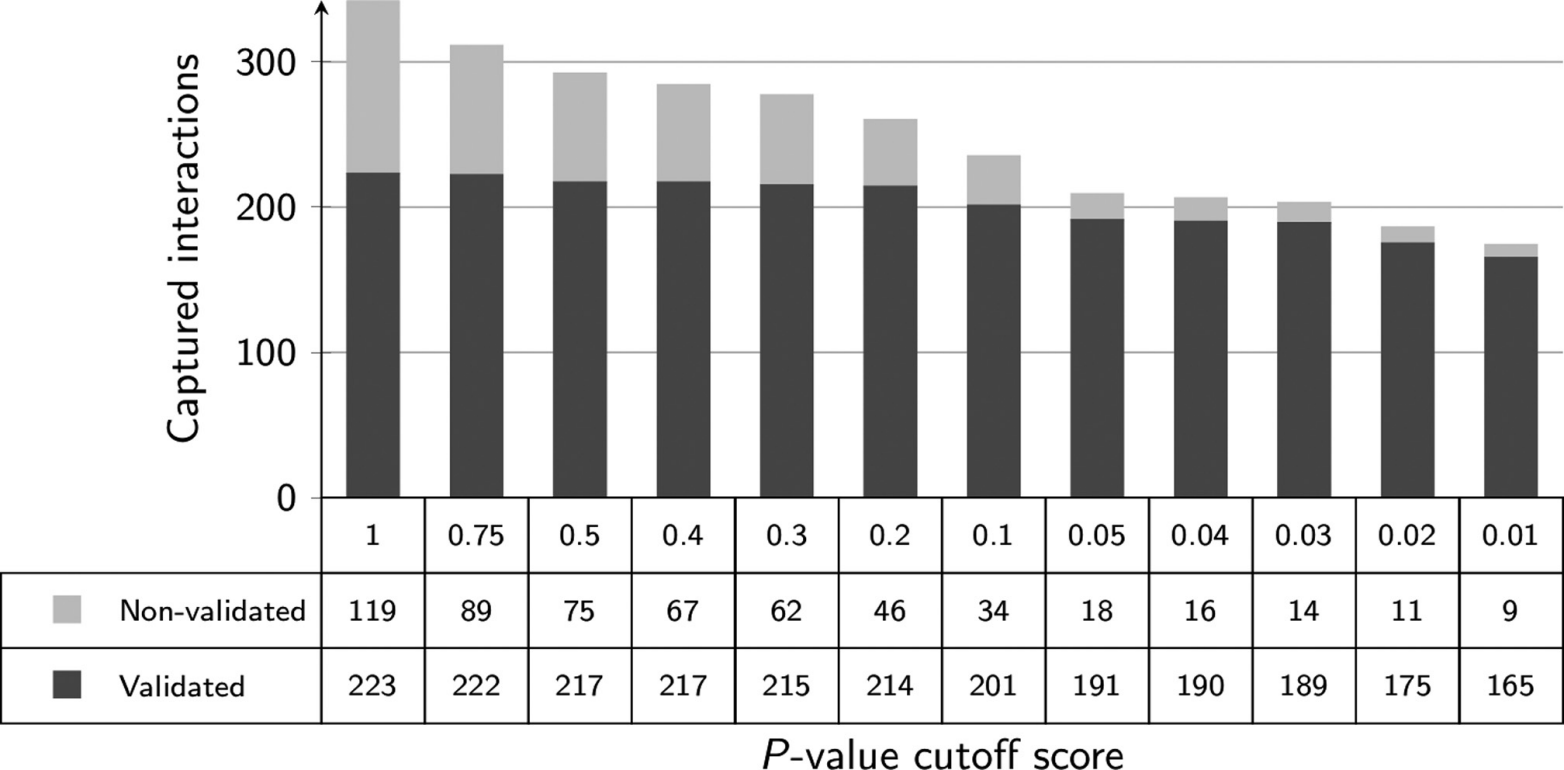
The number of interactions reported when using *P*-value as a filter. As the cut-off decreases, there is a reduction in the number of captured sRNA–mRNA interactions. The default cut-off score of 0.05 captures 85.6% of the possible validated interactions.

When evaluating the MFE filter, we start with a cut-off score of 0.45, as this captures all possible interactions, and with increments of 0.05 thereafter, we record the number of validated and non-validated targets being captured. Using the initial value, we captured a total of 342 miRNA–mRNA interactions from 60 miRNAs with 223 being part of the validated set and 119 were non-validated. At the other end of the scale, by using a filter cut-off value of 1 we captured just 5 interactions, all of which are part of the validated set. The default value of the MFE ratio filter (0.70) for PAREsnip2 captures a total of 262 interactions and of these the filtering process kept 219 (98%) from the possible 223 validated interactions.

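For D2B and the Fahlgren and Carrington rules, 225 listed pairs and 153 other pairs were reported at a cut-off of 0.45, where the MFE ratio removed none of either. At 0.60 all 225 listed pairs remained and 124 other pairs. At the default cut-off of 0.70, 286 pairs remained. They comprised 219 of the 225 listed pairs (97.3%, 95% Wilson interval 94.3% to 98.8%) and 67 of the 153 other pairs (43.8%, interval 36.2% to 51.7%). The listed pairs were kept more often than the others, by 53.5 percentage points (two-sided Fisher's exact test, p = 6.46e-35). Without gaps in the targeting rules, the difference was 23.4 points (two-sided Fisher's exact test, p = 5.67e-07). Pairs that share a gene or a miRNA family are not independent, so these p-values overstate the evidence. The cut-off of 0.70 was proposed by Allen et al., whose rules were inferred from known A. thaliana interactions. Better retention of listed pairs may therefore be partly built in. Raising the cut-off to 0.75 left 193 listed and 39 other pairs, and a cut-off of 1 left 5 listed pairs and 1 other. In D2A and D2C the filter at 0.70 kept 96.5% and 97.6% of listed pairs and 41.5% and 47.9% of other pairs. The step from 0.70 to 0.75 removed listed pairs in each replicate, leaving 193 in D2A and 181 in D2C. MFE values were computed with RNAduplex on the aligned region of each duplex.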

Similarly, when evaluating the success of the *P*-value filter, we started with a cut-off score of 1, as this captures all possible interactions, and then repeated the analysis each time lowering the cut-off score and recorded the number of validated and non-validated targets being captured. A total of 342 interactions, with 223 validated and 119 non-validated, were captured using a cut-off score of 1 and a total of 174 interactions, with 165 validated and 9 non-validated, were captured using a score of 0.01. The default value for the *P*-value filter implemented within PAREsnip2 (0.05) captures a total of 209 interactions. 

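The P-value of a pair was computed from the share of positions on its transcript with the same category and from the number of alignments of the miRNA, over all transcripts, with the same or a lower score. The paper does not state which alignments are counted, so this number is an assumption. When only alignments at a signal were counted, a cut-off of 0.05 kept 182 listed pairs in D2B, against the paper's 191. No MFE filter was applied with the P-value. In D2B a cut-off of 0.5 kept 217 listed and 79 other pairs, and a cut-off of 0.1 kept 196 and 33. At the default cut-off of 0.05, 198 pairs remained, of which 175 were listed (77.8% of 225, 95% Wilson interval 71.9% to 82.7%) and 23 were not (15.0% of 153, interval 10.2% to 21.5%). Listed pairs were kept more often than other pairs here too, by 62.7 percentage points (two-sided Fisher's exact test, p = 3.74e-35). Without gaps in the targeting rules, this difference fell to 18.7 points (two-sided Fisher's exact test, p = 0.0083). Because pairs share genes and miRNA families, both p-values again overstate the evidence. A cut-off of 0.01 kept 143 listed and 11 other pairs. The filter at 0.05 kept 75.2% of listed and 15.3% of other pairs in D2A, and 84.2% and 25.6% in D2C.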

Of these, the filtering process kept 191 from the possible 223 (85.6%) validated interactions.

### Genome-wide analysis of degradome datasets

To illustrate the use of PAREsnip2, we carried out a genome-wide scale degradome analysis of dataset D2 using the sRNA–mRNA target interaction rules as described by Allen *et al.* (15). For this analysis, we used the default stringent parameters, which discards category-4 signals and permits a minimum sRNA abundance of 5 reads. Additionally, the built-in conservation filter was used to increase confidence in the reported interactions. 

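The 1653 rows of Supplementary Table S2 that were read here give the duplex and the transcript of interactions under the Allen et al. rules. They are fewer than the interactions that the paper counts, as are the rows of Supplementary Table S3 read below. Of the rows read, 1637 could be placed on a transcript. They fall on 447 distinct cleavage sites in 326 genes, because many small RNAs share a site. Every one of the 447 sites had at least 1 tag in each replicate. A category 0 to 3 signal was present in all 3 replicates at 375 sites (83.9%, 95% Wilson interval 80.2% to 87.0%). By replicate it was present at 94.6% of the sites in D2A, 87.0% in D2B and 100% in D2C. The abundance listed for the fragment was the abundance in D2C at 75.2% of the sites, against 8.28% for D2A and 11.4% for D2B. The sites were chosen by the authors from these libraries, so these shares describe the listed sites and are not an independent test. Downsampling each replicate to the tag total of D2C moved the share with a signal in all 3 replicates most, to 72.0%. The small RNA libraries were not used here.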

In total, PAREsnip2 captured 2008 sRNA–mRNA interactions (Supplementary Table S2), which comprised 960 category-0, 79 category-1, 511 category-2 and 458 category-3 interactions. To consider how the Allen *et al.* rules fared in capturing known interactions that have previously been validated, we compared the results with the set of curated validated targets (Supplementary Table S1). We found that 178 of the validated targets were conserved within the three replicates of the dataset (degradome signal and miRNA sequence), and of these the Allen *et al.* targeting rules captured 132 (74%), which were predominantly category 0 interactions. 

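A category 0 to 3 signal in all 3 replicates was found for 220 of the 387 listed pairs. With the MFE ratio of at least 0.70 and a P-value of at most 0.05 in each replicate, the Allen et al. rules captured 140 of them (63.6%, 95% Wilson interval 57.1% to 69.7%). The requirement that the miRNA be sequenced in the small RNA libraries was not applied here. Counting distinct genes moved the captured share to 71.7%, and disallowing gaps moved it to 55.5%.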

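Among the listed pairs with a signal in all 3 replicates, 20 pairs with 13 genes were captured by neither rule set in any replicate at the MFE ratio of 0.70. The 3 genes with the most tags among them were CCS, SPL3 and CSD2, and each of their sites was category 0 in every replicate. The copper chaperone gene CCS (AT1G12520) lies on the minus strand of chromosome 1 from 4267074 to 4268982. Its site for miR398b and miR398c in the coding sequence, cut at 4267530, had 38.4 ± 8.87 tags per 1000000 (SD, n = 3). The best duplex, with 3 mismatches, 1 G:U pair and 1 gap, scored 5 and had an MFE ratio of 0.688. CSD2 (AT2G28190), a superoxide dismutase gene on the plus strand of chromosome 2 from 12014412 to 12016569, is cut by the same miRNAs at 12015583 in exon 4 of 8, with 13.9 ± 1.60 tags per 1000000 (SD, n = 3). Its duplex scored 4, and its MFE ratio was 0.657. SPL3 (AT2G33810), on the plus strand of chromosome 2 from 14305001 to 14306072, is cut at 14305888 in the 3′ UTR opposite miR156h (TGACAGAAGAAAGAGAGCAC), with 15.3 ± 3.06 tags per 1000000 (SD, n = 3). This duplex scored 4.5 with an MFE ratio of 0.628. With 2 of the 5 miRNA sequences listed for SPL3, the gene was captured by both rule sets, whereas CCS and CSD2 were captured with none of theirs.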

Interestingly, 46 of the validated interactions within the sequencing data were missed. This could have been due to the stringency of the parameters that were used, or that fact that the Allen *et al.* rules were based on a small set of experimentally validated interactions and are somewhat outdated in their representation of the requirements of miRNA mediated cleavage activity. Therefore, to test this we repeated the analysis on the same dataset but using the more recent Fahlgren and Carrington targeting rules, inferred in 2010, which allow mismatch and G:U wobble pairs at positions 10 and 11. This analysis identified 1072 category-0, 91 category 1, 611 category 2 and 529 category 3, making a total of 2303 interactions of which 151 (85%) of the possible validated interactions were captured (Supplementary Table S3). This shows a 11% improvement in identifying the known validated interactions over the Allen *et al.* targeting rules, which otherwise would have been missed. 

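The pairs captured in all 3 replicates by the Fahlgren and Carrington rules and in none by the Allen et al. rules, at an MFE ratio of at least 0.70, numbered 24 and included 16 genes. The 3 genes with the most tags were SPL2, SPL11 and SPL10, squamosa promoter-binding-like genes that share the site GTGCTCTCTCTCTTCTGTCA for miR156h (TGACAGAAGAAAGAGAGCAC). The only mismatch of this duplex is A11C, written as the base of the miRNA, its position counted from 1 at the miRNA's 5′ end, and the target base opposite it. The duplex scored 2 and its MFE ratio was 0.893. SPL2 (AT5G43270), on the minus strand of chromosome 5 from 17360287 to 17363880, had 22.3 ± 8.32 tags per 1000000 (SD, n = 3) at 17360767, a category 2 signal in each replicate. Only 27.5% of the tags at this site matched 1 gene, so its abundance is uncertain. SPL11 (AT1G27360), on the plus strand of chromosome 1 from 9500892 to 9504023, had 10.9 ± 2.64 tags per 1000000 (SD, n = 3) at 9503628, a category 0 signal in each replicate. SPL10 (AT1G27370), next to it on the minus strand from 9505112 to 9508542, had 7.38 ± 1.32 tags per 1000000 (SD, n = 3) at 9505550, a category 0 signal in D2A and D2C and a category 2 signal in D2B. All 3 sites are in coding sequence. Each of these genes was captured by the Allen et al. rules in all replicates with 3 of the 5 miRNA sequences listed for it.

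**Figure D2:**
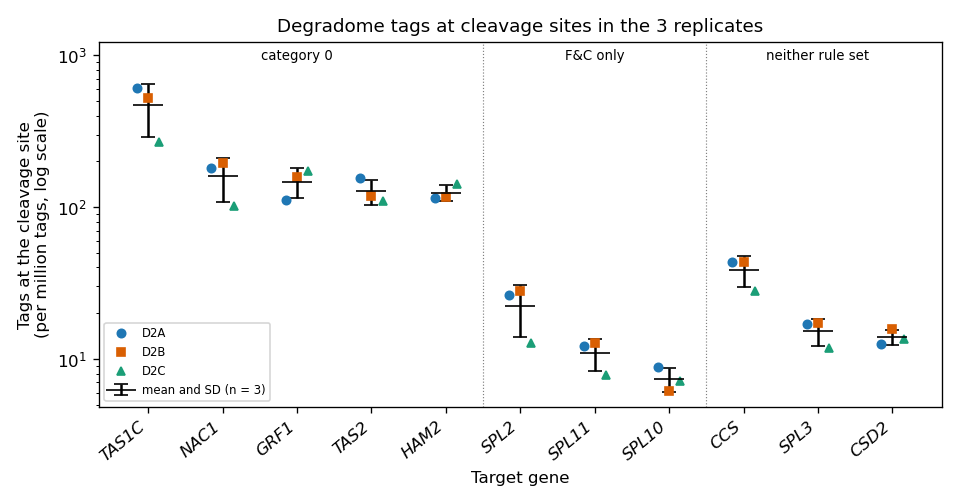
Tags per 1000000 tags at the cleavage site (y axis, log scale) of 11 target genes in D2A, D2B and D2C, with the mean and SD of the 3 replicates. From left to right, the groups are genes of category 0 in all replicates, genes captured with the named miRNA by the Fahlgren and Carrington rules (F&C) only, and genes captured with it by neither rule set; CCS, at 38.4 tags per 1000000, exceeds the 3 genes of the F&C group.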

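Under the Fahlgren and Carrington rules, 1643 of the 1657 rows of Supplementary Table S3 that were read here could be placed on a transcript, at 454 distinct sites in 333 genes. A category 0 to 3 signal was present in all 3 replicates at 384 of these sites (84.6%, 95% Wilson interval 81.0% to 87.6%). Of the 220 listed pairs with a signal in all 3 replicates, these rules captured 156 (70.9%, interval 64.6% to 76.5%). When the signal and the P-value were required in D2C alone, with at least 1 tag at the site in D2A and D2B, a setting chosen after seeing the data, 171 of 223 pairs were captured (76.7%).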

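The difference in captured share between the rule sets, over the same 220 pairs, was 7.27 percentage points. The Fahlgren and Carrington rules alone captured 17 pairs and the Allen et al. rules alone captured 1 (two-sided exact McNemar test, p = 0.000145). The intervals of the 2 shares overlap, but the test compares the rule sets on the same pairs. Before the P-value filter, the direction is set by the rules, since one rule set permits every duplex of the other. The p-value therefore adds little to the counts. Counted by distinct genes, the difference was 3.77 points over 106 genes (exact McNemar test, p = 0.125). The Fahlgren and Carrington rules alone captured 4 genes and the Allen et al. rules alone captured 0. This is the smallest p-value that 4 genes can give, so it only restates their number. For the pairs missed by the Allen et al. rules, the paper proposes the stringency of the parameters or the small set of known interactions behind those rules as reasons. It tests this by repeating the analysis with rules that permit mismatches and G:U pairs at positions 10 and 11. From the larger share captured, the paper concludes that these rules identify known interactions that would otherwise have been missed.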

Performing this analysis using the Allen *et al.* rules took just 11 minutes and 32 seconds and the Fahlgren and Carrington targeting rules completed the analysis in 26 minutes and 48 seconds.

The timings for degradome analysis in *A. thaliana* led us to investigate the performance of PAREsnip2 on more complex species and larger genomes. The *Triticum aestivum* genome is much larger than *A. thaliana*, containing more than 155 000 transcript sequences within the genome annotation. We carried out a genome-wide analysis of the *T. aestivum* dataset (GSE36867), which comprised a degradome of 4 306 082 non-redundant (NR) sequences and a corresponding sRNAome of 14 133 641 NR sequences. The default stringent parameters identified 25 063 interactions (Supplementary Table S4), which comprised 12 120 category-0, 1026 category-1, 5576 category-2 and 6341 category-3 interactions and completed in just 31 minutes and 29 s. To investigate how using less stringent parameters would impact on the runtime performance of the tool, we repeated the analysis using the default flexible parameters. The tool identified 389,238 interactions (Supplementary Table S5), which comprised 83 409 category-0, 13 943 category-1, 79 935 category-2, 95 783 category-3 and 116 168 category-4 interactions with a runtime of 19 h and 39 min.

## DISCUSSION

In the age of genomics, the cost of sequencing has become cheaper and more accessible than ever before (47). This had led to many more genomes being sequenced, some of which are much larger and significantly more complex than popular model organisms. Many genomes are used in large scale studies from human health (48) to food production (49). Additionally, with the increasing number of reads being produced from sequencing experiments, the development of scalable and efficient algorithms for computational analysis of sequence data are becoming more and more important. We have developed a novel tool which is scalable with the increasing size and complexity of new genome releases and can perform a large scale degradome analysis using minimal computation resources. As an illustration, we ran our tool on wheat (*T. aestivum*), which in terms of base pairs is two orders of magnitude larger than *A. thaliana*. Using the default flexible parameters on the publicly available dataset described previously, the analysis took just 19 h and 39 min with a peak memory usage of 16GB and identified 389 238 targets by 169 636 sRNA sequences. In comparison, we terminated the execution of PAREsnip after 25 days on the same dataset, after which time it only reported 18% completion with a peak memory requirement of 175GB, far exceeding the resources you would expect to find in a typical desktop machine. Moreover, these results suggest that PAREsnip2 is the only tool capable of performing degradome analysis over multiple biological replicates within a reasonable time scale.

The miRNA targeting rules implemented within the currently available tools for degradome assisted target prediction are based on the analysis of experimentally validated miRNA targets in *A. thaliana*. These rules have been successfully applied to multiple other species during degradome analyses and sRNA target prediction with some predicted targets being further experimentally validated. However, probably in part due to the current lack of experimental evidence and to the best of our knowledge, no studies on miRNA targeting rules comparable to those performed on *A. thaliana* have been applied to other plant species. This may have resulted in overfitting our current understanding and implementation of these rules on *A. thaliana*. By providing the functionality to search for sRNA targets using configurable rules, users will be able to search for non-canonical targets that the existing rules would otherwise miss (16,21,23) and enable the potential to use a species specific set of rules if proven to be the case.

In its current form, PAREsnip2 is most suitable for the analysis of plant degradome datasets, as the primary mechanism for RNA silencing in plants is mRNA cleavage, whereas in animals the primary mechanism is translational repression. However, if the degradome data is available, PAREsnip2 could, in principle, be used for analysing sRNA mediated cleavage products in animals.

As is the case with many rule based systems, there exist a number of experimentally validated miRNA targets that do not fit the canonical set of targeting rules (16,21,23). By adjusting the parameters so that these targets are found, PAREsnip2 may run the risk of increasing the rate at which false positives are reported. One potential solution to this would be to perform an analysis using a less stringent set of targeting rules alongside the built-in conservation filter. For example, if a high confidence, i.e. high abundance and low category peak, miRNA-target is reported across multiple biological replicates then further investigation, such as other experimental validation techniques, could be used to confidently determine if the reported interaction is real.

The PAREsnip2 algorithm has been implemented into a user-friendly and cross-platform (Windows, Linux and MacOS) application that enables users to analyse their data without the need for dedicated bioinformatics support or specialized computer hardware. Additionally, the tool can be run using the command line for users who wish to incorporate PAREsnip2 into more complex computational pipelines. Enabling the use of specialist bioinformatics software without the need for any computational expertise will hopefully lead to new discoveries within RNA silencing pathways in all manner of experimental contexts.

## DATA AVAILABILITY

PAREsnip2 is available as part of the UEA sRNA Workbench and can be downloaded from http://srna-workbench.cmp.uea.ac.uk/. Additionally, the source code has been released on GitHub and is accessible at https://github.com/sRNAworkbenchuea/UEA_sRNA_Workbench/. The three degradome replicates have been submitted to GEO and can be accessed with accession code GSE113958.

## Supplementary Material

Supplementary Data Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

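The data are degradome (PARE) libraries of 3 biological replicates, D2A, D2B and D2C, of leaves of wild type Col-0 plants. The plants were grown at 22°C with 16 h of light per day to growth stage 5, and leaves of 9 plants were pooled for each replicate. All samples belong to 1 condition, so replicates were summarised as mean and SD and no groups of samples were compared.

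The authors sequenced the libraries in single reads of 50 nt, trimmed the adapters with the UEA sRNA Workbench and deposited, for each replicate, distinct sequences of 16 to 35 nt, each with its raw count. These counts were not normalized. The authors' later steps, which removed ambiguous sequences and sequences without a genome match, had not been applied to the deposited counts. Ambiguous sequences were left out of all matching here and remain in the tag totals. The genome match was computed for the share of matching sequences and was otherwise required only in an alternative. Sequences of 33 to 35 nt were not tested against the genome.

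Genome and annotation were TAIR10.1 with the TAIR and Araport gene models, from which 59672 transcript models of 38094 genes were built. The nuclear chromosomes have the lengths of TAIR10, the build named by the paper (30427671, 19698289, 23459830, 18585056 and 26975502 bp for chromosomes 1 to 5). The paper used the TAIR10 representative cDNA set, so the transcript ends can differ from it. For 356 genes, the transcript was the model listed in Supplementary Table S2 or S3, and for the others the first model. Gene symbols were taken from the annotation.

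Tags of 19 to 21 nt were matched exactly to the sense strand of the transcripts. Categories 0 to 3 required at least 2 tags at a position, and a single tag was category 4. Small RNAs were the 90 distinct miRNA sequences of Supplementary Table S1, with 387 listed pairs of sequence and gene. Both rule sets scored 1 for a mismatch or gap and 0.5 for a G:U pair, doubled for mismatches and G:U pairs at positions 2 to 13, with at most 1 gap, no adjacent mismatches in positions 2 to 13 and a score of at most 4. The Allen et al. rules additionally permitted no mismatch or G:U pair at positions 10 and 11. These penalties were inferred from the duplexes and scores printed in Supplementary Tables S2 and S3. They give the printed score of every ungapped duplex there. No such agreement was established for gapped duplexes, so the gap penalty is less certain. The MFE ratio was computed with RNAduplex 2.7.2 on the aligned region, whereas the paper used RNAplex. The P-value was 1 minus the probability that none of the alignments with the same or a lower score falls on a position of that category by chance. Scripts ran in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, Numba 0.67.0 and pandas 2.3.3.

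The depth was 44823338 tags in D2A, 34280651 in D2B and 25520138 in D2C, so that 3 tags, taken as the smallest count to show a signal, are 0.0669, 0.0875 and 0.118 tags per 1000000. Shares were given 95% Wilson intervals. The 2 rule sets were compared over the same pairs with a two-sided exact McNemar test, and listed with other pairs under a filter with a two-sided Fisher's exact test. Pairs that share a gene or a miRNA family are not independent, and neither test accounts for this. The genes named in the text were chosen by a fixed rule. They are the 5 genes with the highest mean tags per 1000000 at the site among listed pairs of category 0 in all replicates, the 3 with the highest mean among pairs captured in all replicates by the Fahlgren and Carrington rules and not by the Allen et al. rules, and the 3 with the highest mean among pairs with a signal in all replicates that neither rule set captured. For each gene, the miRNA sequence with the lowest score was taken.

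The programs were tested on simulated data. All 8682 simulated positions received their category. All 2000 planted sites, which held mismatches only, were found. Without gaps, under the Fahlgren and Carrington rules, 2000 of 2000 gave the planted score. With a gap allowed, a second, independent aligner gave the same score as the first at all 2000 sites. No planted site held a gap or a G:U pair, and the Allen et al. rules were not tested in this way. A simulated excess of 5′ ends in frame 2 was recovered at 39.8% over 1000 genes, and genes simulated without a preference gave 33.3%.

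The alternatives varied the tag lengths, the genome match, the weighting of shared tags, the average used for the categories, the low-complexity filter, the transcript models, the depth, the position of the signal, gaps, scores, MFE ratio, minimum tags, the unit of counting and the replicates used. The requirement of a signal in D2C alone was chosen after seeing the data. The small RNA libraries, dataset D1, the wheat data and the other prediction tools were not used here.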

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

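The paper uses the degradome tags at miRNA cleavage sites, and the tags elsewhere on coding sequences were examined here. The tests of explanations described in this part were set before their results were seen.

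Tag 5′ ends were not spread evenly over the 3 codon positions of coding sequences. Their share in frame 2, the second base of the codons, was 39.5% ± 1.74 (SD, n = 3), against 30.1% ± 1.06 in frame 1 and 30.3% ± 0.682 in frame 3. By replicate, frame 2 held 40.5% of 27872386 tags in D2A, 37.5% of 22695672 tags in D2B and 40.6% of 15870789 tags in D2C. Between 15264 and 16934 genes with at least 50 tags entered each replicate. The result was examined because it lies outside the sites the paper discusses and exceeds an even spread by far more than these depths can leave to counting error. Sequence preference at the 5′ end, by ligation or another step of library construction, was tested with the tag rates of 4-base contexts in 3′ UTRs. These rates predicted at most 11.1% of the excess of frame 2 over an even spread in any replicate. A few genes with many tags were tested by counting genes. In each replicate, at least 57.7% of genes had more tags in frame 2 than in either of the other frames. Tags shared between genes were tested by leaving them out. The excess fell by at most 44.6%, in D2A, less than the 50% set for this explanation, so shared tags account for a part of it. With each position counted once, the mean share in frame 2 was 35.5%. This counting limits the contrast in densely covered genes. It therefore does not settle how much of the excess lies in the number of tags at occupied positions. No biological explanation was tested, since the design has 1 condition. A candidate explanation that remains is decay of mRNA by an exonuclease that follows the last translating ribosome codon by codon, which is a hypothesis found on these same data.

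Before stop codons, tags had their maximum at the same distance in each replicate. The position 16 nt upstream of the first base of the stop codon held 2.57 ± 0.469 times the mean of the 60 positions before the stop codon (SD, n = 3). It was the highest of those positions in each replicate, with 121999 tags in D2A, 113957 in D2B and 49299 in D2C, or 2.73, 2.94 and 2.04 times the mean. The next upstream base, at 17 nt, held from 1.20 times the mean in D2C to 1.84 times in D2B, with 67235 tags in D2A, 71477 in D2B and 28969 in D2C. Positions downstream of the maximum were raised too. At 15 nt there were 66701, 56172 and 34151 tags and at 14 nt 61718, 51743 and 34872 tags in D2A, D2B and D2C, in D2C more than at 17 nt. The peak was examined for the same reason as the frame. It falls in frame 3 and so is not a part of the excess in frame 2. The 4-base context rates predicted at most -1.35% of the excess at the peak in any replicate, which is a rate slightly below the mean of these positions. When each gene was given the same weight, the peak was at least 2.64 times the mean in every replicate, so it does not rest on a few genes with many tags. With only tags that match 1 gene, the mean was 2.42. With each position counted once it was 1.54. A gene then adds at most 1 to each position, which limits this ratio. The fall therefore does not settle how much of the peak lies in the number of tags at occupied positions. A candidate explanation is a ribosome that pauses at the stop codon and protects a fixed length of mRNA from the exonuclease. With the same length, ribosomes elsewhere on coding sequences would leave 5′ ends in frame 3, which held 30.3%, against 39.5% in frame 2. Taken with 1 fixed length, this candidate and the one given for the frame therefore disagree. No condition of the design bears on the pause, and it remains a hypothesis. Sequence preference beyond 4 bases was not tested.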

How the results depend on the processing

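No paired analysis was possible because all samples belong to 1 condition. Across 27 results, 294 alternatives were computed, and 246 of them stayed within the limit set for the kind of result. For a tested difference this was the direction and the side of the threshold, for a share or other value the SD or the 95% interval, and for a count 1.5 times the value, which is wider than the SD between replicates and lets counts such as those of other pairs shift by more than that SD. The alternatives were set before the data were examined, apart from the signal in D2C alone. The 246 include alternatives that cannot change their result. A pseudocount cannot change Spearman's rho. Gaps, scores and MFE ratios of the targeting rules cannot change which pairs have a signal. Other such cases are named below.

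Without gaps in the targeting rules, the mean captured share was 68.2% for the Allen et al. rules and 79.1% for the Fahlgren and Carrington rules, 33.0 and 41.3 pairs outside the list were reported, and 55.5% and 63.2% of pairs with a signal in all 3 replicates were captured. In D2B, the difference between listed and other pairs kept fell from 53.5 to 23.4 points for the MFE filter and from 62.7 to 18.7 points for the P-value filter, still past 0.05. With a score of at most 3.5 the captured shares were 74.2% and 84.1% and the other pairs 35.7 and 42.0. With a score of at most 4.5 the shares were 80.4% and 91.4%, with 70.7 and 90.7 other pairs. An MFE ratio of at least 0.65 gave 80.5% and 92.1% with 79.7 and 97.3 other pairs, and one of at least 0.75 gave 69.8% and 80.0% with 31.7 and 41.0 other pairs. Requiring at least 5 tags left 30.3 and 38.0 other pairs. For the Allen et al. rules the share also moved to 80.1% with only tags that match the genome and to 78.6% with a signal within 1 nt of the site. Since the Fahlgren and Carrington rules permit every duplex that the Allen et al. rules permit, the unchanged direction of the difference between them shows no stability.

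Counting distinct genes gave 116 included genes, captured shares of 87.4% and 93.1%, 106 genes with a signal in all 3 replicates, and 71.7% of them captured by the Allen et al. rules. The difference between the rule sets was then 5.04 points in D2A (exact McNemar test, p = 0.0312) and 7.5 points in D2B (exact McNemar test, p = 0.00391), both still past 0.05. It was 4.59 points in D2C (exact McNemar test, p = 0.0625) and 3.77 points over all 3 replicates (exact McNemar test, p = 0.125), no longer past 0.05. In the latter cases, all 5 and all 4 genes on which the rule sets differed were captured by the Fahlgren and Carrington rules, and these are the smallest p-values that so few genes can give. As the rules themselves favour this direction, which side of 0.05 a p-value falls on reflects only the number of differing genes. With the signal in D2C alone, chosen after seeing the data, the Fahlgren and Carrington rules captured 76.7%.

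For sites of Supplementary Tables S2 and S3, the share with a signal in the replicates used was from 83.9% to 94.6% and from 84.6% to 95.2% across the settings that each left out one replicate. Leaving out D2C could not change it, since every site has a signal there. It was 75.6% and 78.2% with abundance divided by transcripts matched, and 72.0% and 73.1% at the depth of D2C. D2C itself had a signal at 100% of the sites, and the deeper D2B at 87.0% and 87.2%. The listed abundances equal those of D2C at 75.2% and 75.1% of the sites. The listing may therefore have favoured sites with a signal in D2C, and comparing D2C with D2B cannot show what depth contributes. Including all positions in the average cannot change which positions are category 0 to 3. The unchanged counts of pairs included or captured without the P-value filter therefore show no stability. With that filter the counts can change, and over all 3 replicates 59.5% and 65.0% of pairs were captured. With only alignments at a signal counted for the P-value, these shares were 67.3% and 74.5%.

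Weighting by abundance gave 91.4% of tags matching the genome. With positions of at least 20 tags, Spearman's rho was 0.712 for D2A and D2B, 0.808 for D2A and D2C and 0.637 for D2B and D2C, and Pearson's r for D2A and D2C was 0.908. With a pseudocount of 1, Pearson's r was 0.914, 0.941 and 0.880 in the same order. With each position counted once, 35.5% of 5′ ends were in frame 2 and the peak before the stop codon was 1.54 times the mean. With only tags that match 1 gene, the share in frame 2 was 37.0%. For the changes given in this part, the cause was not tested.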

Differences from the paper's values

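The paper reports fewer pairs outside the curated list for both rule sets. For the Allen et al. rules, the paper's values are 41 in D2A, 39 in D2B and 33 in D2C, and the values here, 60, 57 and 48, are within 1.5 times of them. For the Fahlgren and Carrington rules, the paper's values are 48 in D2A, 43 in D2B and 37 in D2C, and the values here are 73, 67 and 58, respectively. Among the alternatives set before the data were examined, 8 brought all 3 replicates within 1.5 times the paper's values. They were only tags that match the genome (67, 60 and 51), a step that the paper's results section gives for these libraries, abundance divided by the number of transcripts matched (71, 61 and 53), the low-complexity filter (70, 64 and 55), which the paper's methods describe as optional, no gaps in the targeting rules (44, 40 and 40), a score of at most 3.5 (46, 42 and 38), an MFE ratio of at least 0.75 (46, 39 and 38), at least 5 tags (45, 34 and 35) and counting distinct genes (51, 47 and 40), which also lowers the included listed items to 119, 120 and 109 against the paper's 243, 239 and 224 interactions. Downsampling to the tag total of D2C did so for D2A and D2B (60 and 53), and it leaves D2C as it is. Tags of all lengths, all positions in the average, all transcript models, the longest transcript, a score of at most 4.5, an MFE ratio of at least 0.65 and all 90 miRNA sequences did not close the gap. Some of the 8 moved the captured listed pairs further from the paper's 219, 219 and 205 in D2A, D2B and D2C. Without gaps these pairs were 191, 190 and 180, and at an MFE ratio of at least 0.75 193, 193 and 181. A score of at most 3.5 gave 202, 203 and 191, and at least 5 tags 200, 204 and 187. Only tags that match the genome, or the low-complexity filter, gave 218, 219 and 204. Without gaps, other pairs in D2B before a filter were 54 against the paper's 119.

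At an MFE ratio cut-off of 1, the paper states that every remaining interaction in D2B is a known one, whereas 1 of the remaining pairs here is not on the list. At a P-value cut-off of 0.05 in D2B, 175 listed pairs were kept here, against the paper's 191.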

Other observations

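The tests of explanations in this part were set before their results were seen, but the patterns they address, the gain from a signal 1 nt away and the single tags in D2B, had been seen before.

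The number of pairs that chance alone would report was estimated by shuffling the 90 miRNA sequences 100 times with their dinucleotide composition kept. In D2B, under the Fahlgren and Carrington rules and an MFE ratio of at least 0.70, the real sequences gave 302 pairs and the shuffled sets 23.9 ± 6.28 (SD over shuffles), with a range from 11 to 44. No shuffled set reached the real number (one-sided permutation test, p = 0.01, the smallest that 100 shuffles can give). The 219 listed pairs captured in D2B alone exceed the highest shuffled number, so this test could hardly have come out otherwise. With all 90 miRNA sequences, 82 other pairs were reported. They also exceed the highest shuffled number, 44, but were not tested separately. Related miRNA sequences can report the same gene, and each sequence was shuffled on its own, which removes this relation. For the sequences with an included pair, the 67 other pairs in D2B fell on 47 distinct genes. The comparison with 44 therefore does not show that the other pairs exceed chance. Without gaps the real and mean shuffled numbers were 243 and 7.76, and under the Allen et al. rules 258 and 20.5. With shuffles that keep single bases only, the mean was 12.9. The paper does not report such a chance level for these libraries.

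The placed rows of Supplementary Table S2 fall on 447 distinct sites with at least 1 tag in every replicate. Of these sites, 24 have a single tag in D2A and 58 have a single tag in D2B. For the placed rows of Supplementary Table S3 these numbers are 22 and 58. In D2C, the least deeply sequenced replicate, none of the sites has a single tag. The abundances listed in Supplementary Table S2 equal those of D2C at 75.2% of sites, so this may follow from how the sites were listed. A lower depth of D2B than of D2A was tested as an explanation by thinning D2A to the tag total of D2B in 1000 draws. This gave a mean of 45.3 sites of Supplementary Table S2 with at most 1 tag, those left with none included, with 95% of draws from 39.0 to 53.0, fewer than the 58 observed. This range covers counting error in 1 library and not the variation between replicates, so the number in D2B cannot be told apart from an effect of depth together with that variation. No other technical difference between the libraries was tested, and the design gives no biological one.

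Among the 143 listed pairs without an included signal in D2A, 147 in D2B and 162 in D2C, some had a category 0 to 3 signal 1 nt from the site. At the positions 1 nt upstream and downstream there were 3 and 5 such pairs in D2A, 4 and 6 in D2B and 4 and 9 in D2C. Relative to the positions 2 to 10 nt away, these were 1.44 times as many pairs for each position in D2A, 2.14 times in D2B and 2.72 times in D2C. Since the ratio in D2A is below the 2 set for this test, and that of the other replicates above it, the pattern cannot be told apart from chance degradation near the site. Cleavage 1 nt away from the position opposite the miRNA's position 10 may contribute, and these counts are too small to show it.

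The abundances listed in Supplementary Table S3 equal those of D2C at 75.1% of sites, those of D2A at 8.59% and those of D2B at 11.5%. Listed categories were those of D2C at 87.9% of sites of Supplementary Table S2, of D2A at 65.8% and of D2B at 61.5%.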
